A study of Danio rerio with 12 samples. Its data were reported in "Comparative Morphological, Metabolic and Transcriptome Analyses in elmo1 −/− , elmo2 −/− , and elmo3 −/− Zebrafish Mutants Identified a Functional Non-Redundancy of the Elmo Proteins" (2022).

How the data were processed

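RNA sequencing was analysed from 12 samples of zebrafish larvae collected at 120 hours post fertilization (hpf), each a pool of 30 larvae. According to the sample labels 6 samples were wild type (elmo3+/+) and 6 were homozygous elmo3 knockouts (elmo3−/−), and each sample was grouped by its title, which also carries a replicate number from 1 to 6. Larvae were homogenized, total RNA was isolated with a column kit, and libraries were built and sequenced on a BGISEQ-500. The aligner, the counting tool, the genome build and the annotation are not stated in the labels or the file headers.

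For every sample the authors deposited a table of estimated counts per gene (expected counts), which had not been scaled between samples. Of these values 63.0% were whole numbers, and they were rounded to whole numbers before any count model was fitted. A table of transcripts-per-million values (TPM) was also deposited by the authors for every sample, in which counts had been divided by a transcript length and scaled to the same total in each sample. Both kinds of table list 32520 Ensembl zebrafish gene identifiers. Gene symbols were taken from a table of identifiers and symbols, in which 29201 of them (89.8%) had a symbol. No pair of samples held identical values.

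Total counts ranged from 16851426 to 17577126 per sample, so that 3 counts, taken as the smallest detectable level, corresponded to 0.171 to 0.178 in counts-per-million units (CPM). This floor covers counting error only.

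The comparison of elmo3−/− with elmo3+/+ used the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 on the rounded counts, with trimmed mean of M-values (TMM) scaling, the filterByExpr filter and genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method over the 21127 genes that passed the filter, and an adjusted p-value under 0.05 was the threshold. Positive log2 fold changes mean a higher level in elmo3−/−. Log2 CPM values for distances and principal components were computed with a prior count of 2. Single values per sample were compared between genotypes with two-sided exact permutation tests over all 462 ways to divide the samples, and ratios between genes within samples with two-sided exact sign-flip permutation tests. The sign-flip test of 6 samples cannot give a p-value under 0.0312. The 95% confidence intervals of the elmo genes were taken from the edgeR standard error with 10 residual degrees of freedom.

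Gene sets were tested with fgsea 1.28.0 on genes ranked by the signed root of the edgeR F statistic, and their p-values were adjusted by the Benjamini-Hochberg method over 12 sets of at least 15 genes. The sets were lists of gene symbols on themes the study compared, written down beforehand. Pathway databases were not used here. The study had already reported enrichment on several of these themes from the samples used here. A set that passes is therefore not independent support for its theme. Genes named in the text were chosen by a fixed rule. elmo1, elmo2 and elmo3 were always named. In each direction up to 5 genes with the smallest p-values were then named among those past the threshold with an absolute log2 fold change of at least 1, a mean count of at least 50 and no overlap in CPM between genotypes. For each gene set past its threshold, the 2 members with the smallest p-values in the direction of the set were named. Groups, tests, gene sets, the naming rule and all alternatives except those said to be added later were fixed before the data were examined.

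The alternatives were DESeq2 1.42.0 with its own size factors, upper-quartile and total count scaling, no filter or a mean count of at least 10, the replicate number as a block, 1 surrogate variable from sva 3.50.0, limma 3.58.1 on log2(TPM + 1) or log2(TPM + 0.1), ranking of genes by log2 fold change, and limma's camera test with an inter-gene correlation fixed at 0.01 or estimated for each set. The pairing of samples comes from the replicate numbers in the sample titles, and same-numbered samples are separate pools of larvae. Models were also refitted to 100 divisions of the samples, of which 32 separated every same-numbered pair and 68 were drawn at random from the others.

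To learn which genes lie on the same chromosome as elmo3, symbols and synonyms were matched to the RefSeq gene table of the zebrafish assembly GRCz12tu. The build used by the authors is not stated, so this table served only to name the chromosome mates and neighbours of elmo3. A gene was left unplaced when its symbol had no match or when its candidates lay both on and off that chromosome. Of the genes tested, 18201 (86.2%) could be assigned.

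The scripts were tested on simulated counts for 21127 genes drawn with the means and library sizes of the samples, of which 200 were changed. These 200 genes had a mean count of at least 50 and a log2 fold change of 1 in either direction. edgeR recovered 96.5% of the changed genes and 6.63% of its calls were false, and DESeq2 recovered 97.5% with 14.4% false. In this test limma was run on log2 CPM, where it recovered 97% with 6.60% false. The limma fits on TPM values were not tested. The recovered shares do not describe genes with lower counts or smaller changes, which are among the genes called below. A simulated log2 shift of 0.3 in 40 other genes of the same counts was recovered by the gene set test. Of 11 unchanged sets 0 passed the threshold. This does not show how often unchanged sets pass in the real samples. There, divisions other than the true one gave a median of 6 sets.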

Results

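To examine how the loss of Elmo3 alters the larval transcriptome, RNA from whole zebrafish larvae at 120 hpf was sequenced for elmo3+/+ and elmo3−/− animals. Elmo3 belongs to the engulfment and cell motility family of adaptor proteins, which bind DOCK proteins and thereby regulate the small GTPase Rac1. There were 6 samples per genotype, each of 30 pooled larvae. The total count per sample was 17288335 ± 270445 in elmo3+/+ and 17034325 ± 132611 in elmo3−/− (mean ± SD, n = 6 each), and single samples held 16851426 to 17577126 counts. This difference was within the spread between replicates (two-sided exact permutation test, p = 0.0714, adjusted 0.143). It was tested together with 5 other library-level measures, and none of the 6 differed between genotypes after Benjamini-Hochberg adjustment of these unpaired tests. Mitochondrially encoded genes were counted where their symbol begins with mt-, which gave 13 genes and leaves out any without such a symbol. Their share of the counts was 7.21 ± 0.897% in elmo3+/+ and 8.46 ± 1.24% in elmo3−/− (exact permutation p = 0.0628, adjusted 0.143, n = 6 each). Taken as same-numbered pairs, a comparison added after seeing the data, the mitochondrial share was higher in elmo3−/− in 6 of 6 pairs, by 1.25 ± 1.28 percentage points (SD, exact sign-flip permutation p = 0.0312, the smallest possible, adjusted 0.0938 over the 6 measures). The number of genes detected was lower in elmo3−/− in all 6 pairs, with the same p-values. In mitochondrial share every elmo3+/+ sample but replicate 1 lay below every elmo3−/− sample. Most pairs would therefore go this way however the samples were paired. Over all genes, the deviations of same-numbered samples from their genotype means correlated by 0.1095 on average. The 10 most abundant genes took 12.7 ± 0.548% of the counts in elmo3+/+ and 13.9 ± 1.05% in elmo3−/− (exact permutation p = 0.0519, adjusted 0.143, n = 6 each).

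The targeted gene was examined first. Transcripts of elmo3 (ENSDARG00000042126) were rare in both genotypes, with 44 to 99 counts per elmo3+/+ sample and 45 to 91 counts per elmo3−/− sample. The TPM of elmo3 was 1.995 ± 0.556 in elmo3+/+ and 1.95 ± 0.546 in elmo3−/− (SD, n = 6 each). Its log2 fold change was 0.03 with a standard error of 0.19 and an adjusted p-value of 0.967 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). The 95% confidence interval of the ratio reached from 0.762 to 1.37, so that a change within this range cannot be excluded. The abundance of elmo3 RNA therefore could not be used to check the genotype labels.

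Whether the other family members change when Elmo3 is lost was addressed with the same model. The TPM of elmo1 (ENSDARG00000098753) was 67.6 ± 5.45 in elmo3+/+ and 67.5 ± 6.65 in elmo3−/−, and that of elmo2 (ENSDARG00000063527) was 104 ± 12.5 and 105 ± 17.999 (SD, n = 6 each). The log2 fold change of elmo1 was 0.11 with a standard error of 0.09 and an adjusted p-value of 0.689, and that of elmo2 was 0.10 with a standard error of 0.09 and an adjusted p-value of 0.747 (edgeR, Benjamini-Hochberg). Adjusted over the 3 family members alone, the p-values were 0.473 for elmo1, 0.473 for elmo2 and 0.867 for elmo3. With 1 surrogate variable in the model, the largest move among the alternatives, the log2 fold change of elmo3 was 0.33 with an adjusted p-value of 0.829 by edgeR, and the changes of elmo1 and elmo2 switched sign without passing the threshold. With the replicate number as a block the log2 fold changes were 0.11 for elmo1, 0.10 for elmo2 and 0.04 for elmo3, and none passed the threshold.

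**Figure D1:**
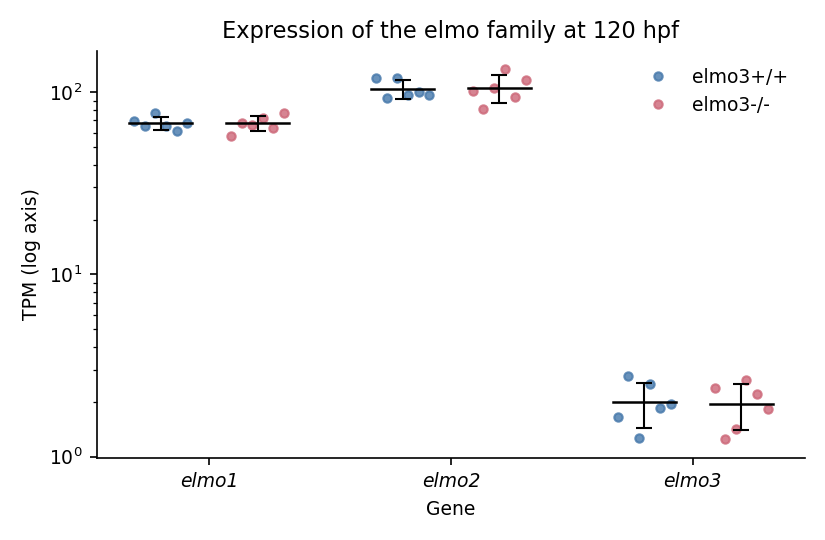
TPM of elmo1, elmo2 and elmo3 on a log axis in each of the 6 elmo3+/+ and 6 elmo3−/− samples, where points are samples and bars show the mean and SD. The groups overlap for each gene, and elmo3 lies near 1.995 TPM where elmo1 and elmo2 reach 67.6 and 104 TPM in elmo3+/+.

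The levels of the 3 genes within wild type larvae were then compared. The log2 ratio of elmo1 to elmo2 in TPM was -0.62 ± 0.11 in elmo3+/+ (SD, n = 6), and elmo1 was the lower of the pair in 6 of 6 samples, by 1.54-fold (two-sided exact sign-flip permutation test, p = 0.0312, the smallest value possible). This direction depended on the division by transcript length. In counts, an alternative added after seeing the data, elmo1 was 1.92-fold higher than elmo2 in 6 of 6 samples. The deposited values imply a length of elmo2 of 0.339 ± 0.0322 relative to elmo1 (SD, 12 samples of both genotypes). The log2 ratio of elmo1 to elmo3 in TPM was 5.13 ± 0.50 (SD, n = 6), a ratio of 34.9, with the same exact p-value of 0.0312. In counts this ratio was 35.98, and with 1 added to each TPM value it was 23.2.

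At the level of whole transcriptomes the genotypes overlapped. Correlations of log2 CPM between samples of the same genotype had a median of 0.980 (range 0.966 to 0.989), and those between genotypes had a median of 0.980 (range 0.958 to 0.986). The mean distance between samples of different genotypes was 1.05 times that between samples of the same genotype, and 48 of the 462 divisions of the samples gave a ratio as large (exact permutation p = 0.104). Restricted to the 500 most variable genes the ratio was 1.10 (exact permutation p = 0.0498). The first principal component held 36.97% of the variance, and its scores did not differ between genotypes (exact permutation p = 0.106, adjusted 0.159, n = 6 each).

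**Figure D2:**
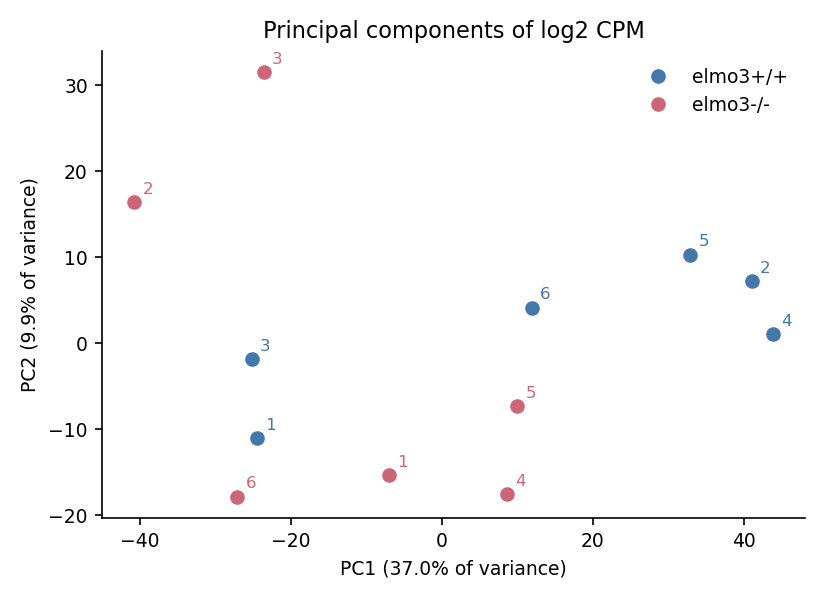
Scores of the 12 samples on the first and second principal components of log2 CPM, coloured by genotype and numbered by replicate, with axes giving the share of variance (36.97% for the first and 9.91% for the second). On the first component the elmo3+/+ samples reach from -25.2 to 43.9 and the elmo3−/− samples from -40.8 to 9.98.

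To find the genes regulated in elmo3−/− larvae, all 21127 genes that passed the filter were tested. By edgeR with Benjamini-Hochberg adjustment 21 genes had an adjusted p-value under 0.05, of which 12 were higher and 9 lower in elmo3−/−, and 14 changed by a log2 fold change of at least 1. At an unadjusted p-value under 0.05 there were 2012 genes. In all 21 genes the CPM of the genotypes did not overlap, as in 91 of all genes tested (0.431%, where chance gives 0.216%). The alternative that moved the count most upward was DESeq2 with 49 genes. With the replicate number as a block edgeR called 17 genes, 8 higher and 9 lower, of which 14 were shared with the fit without the block. The pairing correlation of 0.1095 compared with a mean of -0.0214 for samples with different numbers (exact permutation p = 0.294 over 720 pairings). Of the 21 genes 13 were placed on the chromosome that carries elmo3 in GRCz12tu, 2 were placed elsewhere, and 6 could not be placed. With the replicate block 7 of the 17 genes were on that chromosome, 5 were elsewhere and 5 could not be placed.

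The naming rule selected 4 genes that were higher in elmo3−/−. For magi2 (ENSDARG00000073769), a gene that could not be placed, expression rose from 7.26 ± 0.885 CPM to 15.2 ± 2.81 CPM, a log2 fold change of 1.07 ± 0.12 (SE) with an adjusted p-value of 9.63e-04 by edgeR. ENSDARG00000073787, a gene with a clone-based symbol that was placed on another chromosome than elmo3, rose from 1.74 ± 0.796 CPM to 6.71 ± 1.75 CPM, a log2 fold change of 1.95 ± 0.26 (edgeR adjusted p = 0.00399). Also higher were ccdc34 (ENSDARG00000098911), from 1.999 ± 0.680 to 6.60 ± 1.78 CPM with a log2 fold change of 1.72 ± 0.24 (edgeR adjusted p = 0.00453), and the muscle regulator myod1 (ENSDARG00000030110), from 7.40 ± 1.99 to 16.3 ± 3.81 CPM with a log2 fold change of 1.14 ± 0.18 (edgeR adjusted p = 0.0151). Both lie on the chromosome of elmo3. With the replicate block the log2 fold change of ccdc34 was 1.71 and its edgeR adjusted p-value was 0.0501. The rule selected 2 genes that were lower in elmo3−/−, both on the chromosome of elmo3. They also carry provisional symbols, and were ENSDARG00000097275, with 8.06 ± 1.35 CPM in elmo3+/+ and 1.38 ± 0.337 CPM in elmo3−/− (log2 fold change -2.53 ± 0.17, edgeR adjusted p = 3.05e-06), and ENSDARG00000036888, with 5.62 ± 0.986 and 1.91 ± 0.671 CPM (log2 fold change -1.55 ± 0.20, edgeR adjusted p = 0.00314). CPM values are means ± SD of 6 samples. Among the other genes past the threshold, mhc1lia, znfl1 and znfl1c, named after their values were seen, belong to families of similar genes. How reads shared within such families were counted is not stated, so their values are uncertain.

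**Figure D3:**
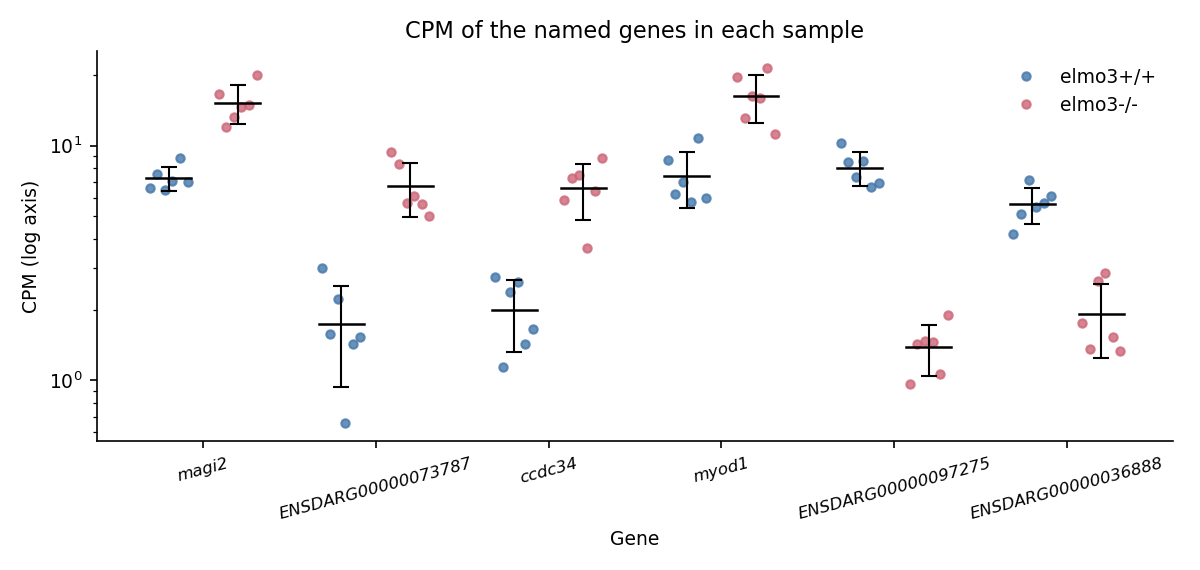
CPM on a log axis of the 6 genes selected by the naming rule in each elmo3+/+ and elmo3−/− sample, where points are samples and bars show the mean and SD. For each gene every elmo3−/− sample lies on the same side of every elmo3+/+ sample, above for magi2, ENSDARG00000073787, ccdc34 and myod1 and below for ENSDARG00000097275 and ENSDARG00000036888.

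Regulation of groups of genes was compared next, on themes that include the ribosome, the extracellular matrix (ECM), the vasculature, neuronal signalling, the pancreas and the kidney. By fgsea with Benjamini-Hochberg adjustment 8 of the 12 sets passed the threshold, and no member of any of them passed it as a single gene in edgeR. Positive normalized enrichment scores (NES), meaning higher expression in elmo3−/−, were found for synaptic signalling (NES 2.33, adjusted p = 9.55e-11, 158 genes, median log2 fold change 0.09) and cytosolic ribosomal proteins (NES 2.23, adjusted p = 2.13e-07, 83 genes, median log2 fold change 0.05). Negative scores were found for exocrine pancreas enzymes (NES -2.16, adjusted p = 1.69e-04, 20 genes), ECM and ECM receptors (NES -2.01, adjusted p = 1.73e-05, 94 genes), pancreas development (NES -1.90, adjusted p = 0.00138, 38 genes), collagens (NES -1.77, adjusted p = 0.00400, 56 genes), the actin cytoskeleton and Rac pathway (NES -1.66, adjusted p = 0.00138, 135 genes) and blood vessel development (NES -1.62, adjusted p = 0.00935, 72 genes). Scores for insulin receptor signalling (1.33, adjusted p = 0.115), kidney development (-0.75, adjusted p = 0.980), oxidative phosphorylation (-0.90, adjusted p = 0.833) and mitochondrial ribosomal proteins (-0.51, adjusted p = 1) did not pass. With the replicate block 8 sets passed, and these were the same 8 in the same direction, at the pairing correlation of 0.1095.

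These set results depended on how the samples and genes were modelled. With 1 surrogate variable 3 sets passed, and 0 of the 8 sets passed in their former direction. This variable itself had a mean of -0.135 ± 0.338 in elmo3+/+ and 0.135 ± 0.205 in elmo3−/− (SD, n = 6 each, exact permutation p = 0.119). When the correlation between genes was estimated for each set by camera, 0 sets passed, with 1 at an unadjusted p-value under 0.05. The estimated correlation was 0.800 for cytosolic ribosomal proteins and 0.657 for exocrine pancreas enzymes. For the other sets that had passed by fgsea it was lower, from 0.0373 for the actin and Rac pathway to 0.359 for collagens. Of 32 divisions of the samples that separated every same-numbered pair, 9 gave at least 8 sets, the true division included.

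The members with the smallest p-values in each set changed by log2 fold changes of 0.15 to 1.06 in size. Among the sets that were lower in elmo3−/−, the log2 fold change was -0.51 for col9a1, -0.25 for matn4, -0.34 for col6a1, -0.47 for cd248a, -0.35 for fli1, -0.36 for onecut3a, -0.99 for gata6, -1.04 for c6ast4, -1.06 for ctrb.2, -0.57 for parva and -0.35 for arpc1b. Among the sets that were higher, it was 0.40 for rps27l, 0.15 for rps26, 0.41 for slc6a9 and 0.67 for pclob. The edgeR adjusted p-values of these members lay between 0.349 for parva and 0.649 for rps26. Of these members rps27l was placed on the chromosome of elmo3. Its level in elmo3−/− was 17.1 ± 6.21 CPM (SD), with the highest values, 22.1 and 27.2 CPM, in replicates 1 and 5. Without that chromosome the score of cytosolic ribosomal proteins was 2.24 and still passed. With the replicate block col9a1 had a log2 fold change of -0.51 and an edgeR adjusted p-value of 0.0309. With 1 surrogate variable the rise of rps26 reversed, and the log2 fold change was -0.091 for gata6, -0.346 for c6ast4 and -0.147 for ctrb.2.

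**Figure D4:**
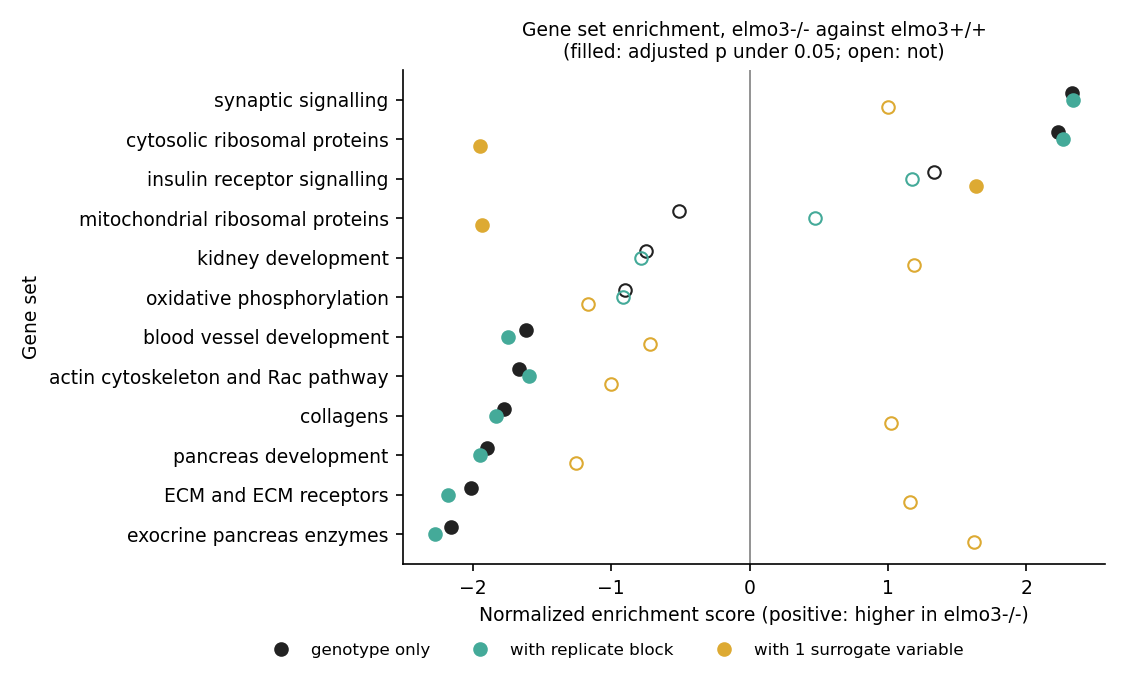
Normalized enrichment scores of the 12 gene sets for elmo3−/− against elmo3+/+ (horizontal axis, positive for higher expression in elmo3−/−) from models with genotype only, with the replicate block and with 1 surrogate variable, where filled points have an adjusted p-value under 0.05. With the block the score of mitochondrial ribosomal proteins moves from -0.51 to 0.472, and with the surrogate variable the score of cytosolic ribosomal proteins moves from 2.23 to -1.95.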

Values the study reported

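The study reported that its elmo3 mutation was a deletion of 10 bp in exon 2, predicted to leave a peptide of 30 amino acids. By RT-qPCR in wild type larvae during the first 5 days, it found elmo1 RNA more than 10 times as abundant as elmo2 RNA. Over the same days elmo1 RNA was more than 5 times as abundant as elmo3 RNA. It found elmo3 RNA not changed in elmo3−/− larvae at 120 hpf. From KEGG gene set analysis at 120 hpf it listed 62 of 150 pathways as significantly regulated in elmo3−/− larvae.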

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

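All tests in this part were chosen only after the results were seen.

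Wild type replicate 1 stood apart from the other elmo3+/+ samples in a pair of library-level measures. Its 10 most abundant genes took 13.8% of the counts, against 12.3% to 12.8% in the other elmo3+/+ samples. Mitochondrially encoded genes with a symbol that begins with mt- took 8.99% of its counts, against 6.59% to 7.19% in the others. In each case the gap to the nearest sample was a large part of the range of the group. Among 66 series of 6 samples examined in this way 2 stood out, where chance alone gives about 1 in 20. The values of wild type replicate 1 lay within the range of the elmo3−/− samples, which was 12.2% to 15.2% for the first measure and 7.28% to 10.3% for the second. In the second measure all other elmo3+/+ samples lay below every elmo3−/− sample. The overlap of the genotypes in mitochondrial share thus rested on wild type replicate 1.

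A few abundant genes are a candidate explanation for the first measure. Among the 10 genes with the highest mean count 3 belonged to the 13 mitochondrially encoded genes counted here. With those 13 genes left out, the gap of the most extreme elmo3+/+ sample was 0.413 of the range of the group, and wild type replicate 1, at 11.99%, was no longer the highest. The first measure therefore may only restate the second. Library size was tested for the second measure. In total count the larger of the gaps at the ends of the elmo3+/+ group was 0.188 of its range, at the upper end, so that no single sample stood apart. Wild type replicate 1 had the lowest total count, 16927275, and together with replicate 3, at 16973913, it lay below the other elmo3+/+ samples. The mitochondrial share of replicate 3 was 6.999%, among those of the others, so a low total did not come with a high share in that sample. A contribution of library size to replicate 1 is not excluded by this. A mislabelled sample was tested by leaving wild type replicate 1 out of the edgeR fit, which then called 21 genes. At 85.7% of these genes the sample lay nearer to the elmo3+/+ mean than to the elmo3−/− mean, against the idea of a swapped label. Differences in how the larvae or the RNA were handled were not tested, since the labels give no batch. The design offers no biological explanation within a genotype, and none was tested.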

How the results depend on the processing

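The count of genes past the threshold lay between 17 and 23 with upper-quartile or total count scaling, no filter, a mean count filter, the replicate block, 1 surrogate variable, and limma on log2(TPM + 1) or log2(TPM + 0.1). Higher genes outnumbered lower genes 12 to 9 in the reported fit, but not with the replicate block (8 to 9), total count scaling (10 to 10), or limma on log2(TPM + 1) (9 to 11) or log2(TPM + 0.1) (9 to 10). DESeq2 called 49 genes, 28 higher and 21 lower, among them all 21 of edgeR. The cause was not tested. In simulated counts the false share was 14.4% for DESeq2 and 6.63% for edgeR. Without the genes on the chromosome that carries elmo3, an alternative added after seeing the data, 8 genes remained, 7 higher and 1 lower, of which 7 reached the fold limit.

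The log2 fold changes of the elmo genes did not pass the threshold in any alternative run, and several changed sign. elmo3 was at -0.017 with total count scaling, -0.022 with limma on log2(TPM + 1) and -0.034 with log2(TPM + 0.1). elmo1 was at -0.0046 and -0.0047 with these limma fits. With 1 surrogate variable elmo1 was at -0.029, elmo2 at -0.026 and rps26 at -0.0079. The median log2 fold change of all tested genes moved from 0.0045 to -0.048 with total count scaling and to -0.062 and -0.076 with the limma fits, and the shift of elmo3 is of that size. elmo1 moved further in the limma fits. The moves with 1 surrogate variable were larger than the standard errors of the reported fit, and the cause of these and of the elmo1 move was not tested. The log2 ratio of elmo1 to elmo2 reversed to 0.94 in counts, which traces to the length division. The distance ratio rose to 1.10 with the 500 most variable genes and then passed the threshold (exact permutation p = 0.0498). Besides the elmo genes, the 21 genes picked by the naming rules, 6 called genes and 15 members of gene sets, were followed one by one, and genes named after their values were seen were not. Of the 56 values of these 6 called genes under the alternatives 1 no longer passed, ccdc34 with the replicate block. The 15 members of gene sets did not pass the threshold in the reported fit, so that the threshold cannot show a loss of effect in them. Of their 149 values 1 newly passed, 1 reversed, and 8 kept their sign at under 0.5 times the reported size. With 1 surrogate variable the log2 fold change went from -0.99 to -0.091 for gata6, from -1.06 to -0.147 for ctrb.2, from -1.04 to -0.346 for c6ast4, from -0.34 to -0.065 for col6a1, from -0.47 to -0.219 for cd248a and from -0.35 to -0.155 for fli1. The other 2 were rps26 in the limma fits.

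With 1 surrogate variable 3 sets passed. The NES reversed for cytosolic ribosomal proteins (-1.95), ECM and ECM receptors (1.16), collagens (1.02), exocrine pancreas enzymes (1.62) and kidney development (1.19). It no longer passed for blood vessel development (-0.718), synaptic signalling (1.001), pancreas development (-1.25) and the actin and Rac pathway (-1.002), and newly passed for mitochondrial ribosomal proteins (-1.94) and insulin receptor signalling (1.64).

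Total count scaling left cytosolic ribosomal proteins at 1.22, no longer past the threshold, and brought oxidative phosphorylation to -1.52, past it. With limma on log2(TPM + 1) the scores were 0.896 for cytosolic ribosomal proteins, which no longer passed, -1.44 for mitochondrial ribosomal proteins and -1.65 for oxidative phosphorylation, which passed, and -0.709 for insulin receptor signalling, which reversed. With log2(TPM + 0.1) they were 0.916, -1.45, -1.65 and -0.726. Ranking by log2 fold change reversed mitochondrial ribosomal proteins (0.540) and insulin receptor signalling (-0.535), and the actin and Rac pathway no longer passed (-1.26). Mitochondrial ribosomal proteins also reversed with the replicate block (0.472) and without the elmo3 chromosome (0.513).

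With camera at a fixed correlation the adjusted p-value was 0.0575 for the actin and Rac pathway, and kidney development reversed (0.882). With the correlation estimated, 0 sets passed, with 1 at an unadjusted p-value under 0.05. The adjusted p-values were 0.892 for cytosolic ribosomal proteins, 0.667 for collagens, 0.554 for pancreas development and 0.603 for ECM and ECM receptors, blood vessel development, synaptic signalling, exocrine pancreas enzymes and the actin and Rac pathway, and kidney development reversed (0.914). The cause of these changes was not tested here, apart from the tests of gene sets among the other observations.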

Other observations

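The divisions of the samples and the tests of the elmo3 chromosome and of library size for the called genes were planned before their results were seen. The form of the chromosome test, and the tests of the gene sets against the within-genotype axis, of that axis and of the elmo2 length, were chosen only after the results were seen.

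Many of the genes called between genotypes lay on 1 chromosome. Of the 21 genes 13 were on the chromosome that carries elmo3 in GRCz12tu, 5 higher and 8 lower in elmo3−/−. With the replicate block it was 7 of 17 genes, with 5 placed elsewhere and 5 not placed, and with DESeq2 it was 23 of 49, with 11 elsewhere and 15 not placed. A test that starts from these 21 genes is void, because 71.4% of them could be placed where 80% are needed, and for the 424 genes with an unadjusted p-value under 0.01 the share was 75.7%. The test was therefore started from the chromosome, and every tested gene without a place was counted as lying elsewhere. An unadjusted p-value under 0.01 was found for 61 of 464 genes placed on the chromosome (13.1%) and for 363 of the 20663 other genes (1.76%), an odds ratio of 8.46 (95% confidence interval 6.23 to 11.3, two-sided Fisher's exact test, p = 4.60e-32). In comparisons added after seeing the data, the odds ratio was 5.48 with the replicate block, 7.01 with DESeq2 and 12.7 with 1 surrogate variable. The genes of a chromosome are not independent replicates. Counted in neighbours from elmo3 on either side, the share was 18% for neighbours 1 to 50, 20% for 51 to 100, 12% for 101 to 150, 10% for 151 to 200 and 0% for the 57 genes beyond, which all lie on 1 side because the other side holds 200 genes. The median neighbour rank was 80.5 for the 60 genes with a p-value under 0.01 and 120 for the other 397 (permutation test, p = 0.00836). Limited to the 200 ranks present on both sides, a comparison added after seeing the data, it was 80.5 and 105 and the difference did not pass the threshold (permutation test, p = 0.0701). This comparison leaves out the 57 genes at 0%. On their side the shares of the 4 nearer groups were 16%, 20%, 16% and 14%, from near to far. On the other side they were 20%, 20%, 8% and 6%. A decline within the first 200 ranks was therefore not established, and the drop to 0% beyond them was seen on 1 side only. Library size did not differ between genotypes by the exact permutation test (p = 0.0714). Only 1 of the 32 divisions that separated every same-numbered pair, the true division, gave as many as 21 genes. A candidate explanation is a haplotype around the elmo3 mutation, selected together with it, whose sequence differences alter the level or the counting of nearby transcripts in either direction. The labels do not state whether the pools of both genotypes came from the same crosses, which bears on this explanation. The paper states, under its methods for adult fish, that controls in knockout experiments were littermates. The data do not separate a linked haplotype from an effect of Elmo3 loss on neighbouring genes. Of the 8 genes outside, 2 were placed elsewhere and 6 could not be placed, and among the latter the candidates for magi2 lay both on and off the chromosome.

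Of the 68 other divisions, which left some same-numbered samples together, 1 gave 342 genes, more than the true division. It set wild type replicates 1 and 3 with elmo3−/− replicates 1 to 4 against the rest. By the distance between its sides on the first principal component it ranked 12 among 462 divisions, and the true division ranked 49. The labels give no batch that follows it, and its cause was not tested.

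The gene set results followed variation that was also present within each genotype. After the genotype means were removed, the main axis of the remaining variation held 35.1% of it. Genes that rose along it by more than 2 on the log2 scale over its range included apoa1b (2.83) and tfa (2.44), and malat1 ran the other way (-1.02), genes named after their values were seen. The NES along this axis was 2.62 for exocrine pancreas enzymes, 3.06 for ECM and ECM receptors, -2.92 for synaptic signalling and -3.36 for cytosolic ribosomal proteins. All 8 sets called between genotypes, and kidney development, had the opposite sign on the axis. Mitochondrial ribosomal proteins did not, with -2.15 on the axis and -0.51 between genotypes. Oxidative phosphorylation and insulin receptor signalling also kept their sign. Across the 12 sets, which share genes and are not independent, the NES of the genotype comparison and of the axis had a Spearman correlation of -0.909 (permutation p = 1.30e-04) and a Pearson correlation of -0.803 (permutation p = 0.00460). The surrogate variable that left 3 sets past the threshold had a correlation of -0.882 with this axis over the 12 samples, and of -0.998 once genotype means were removed from it too. Its mean was -0.135 ± 0.338 in elmo3+/+ and 0.135 ± 0.205 in elmo3−/− (SD, n = 6 each, exact permutation p = 0.119), so adjusting for it can also remove part of a genotype difference. Among the 32 divisions that separated every same-numbered pair, 9 gave at least 8 sets, and the median of the other divisions was 6. The 8 gene sets called between genotypes may therefore reflect where the pools of larvae happened to fall on this axis. An effect of genotype on the axis itself cannot be excluded with 6 pools per genotype.

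Technical sources of the axis were tested over 12 samples with genotype means removed. Scores on the axis followed total count with a Spearman correlation of 0.671 (permutation p = 0.0462, adjusted 0.0924 over 2 relations) and a Pearson correlation of 0.808 (permutation p = 0.00996, adjusted 0.0199). The Pearson correlation was 0.922 within elmo3+/+ and 0.477 within elmo3−/−, and 0.591 without the 2 samples farthest from the median. Samples with the same replicate number did not share scores (Pearson 0.156, exact permutation p = 0.717 over 720 pairings; Spearman 0.143, exact permutation p = 0.803), and r was 0.281 without the 2 farthest pairs. Across genes, which are not independent, the correlation of the axis with the transcript length implied by counts and TPM was -0.0101. The axis thus went with library size or something that varies with it, and the correlation does not show which drives which. Total counts spanned 16851426 to 17577126, and log2 CPM values are scaled for them. That span is small beside the rise of 2.83 on the log2 scale along the axis for apoa1b. A difference in developmental progress or in the share of tissues between pools was not tested.

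The order of elmo1 and elmo2 in wild type larvae rested on the length given to elmo2. The log2 ratio of elmo1 to elmo2 was -0.62 in TPM and 0.94 in counts, consistent with the length division as the source of the change in direction. The implied length of elmo2 relative to elmo1 was not the same in every sample, and lay between 0.296 and 0.405. How the authors' normalization set it is not stated.

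The ratio of elmo1 to elmo2 here was 0.651 in TPM. That is lower than the value quoted from the study above. The ratio of elmo1 to elmo3 here was 34.9 in TPM. That lies above the lower bound quoted from the study above and is not at odds with it.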
